# METTL7B Is Required for Cancer Cell Proliferation and Tumorigenesis in Non-Small Cell Lung Cancer

**DOI:** 10.3389/fphar.2020.00178

**Published:** 2020-02-28

**Authors:** Dongcheng Liu, Wei Li, Fuhua Zhong, Jianhua Yin, Wei Zhou, Shixuan Li, Xuefeng Sun, Jing Xu, Guofeng Li, Yuxin Wen, Jiaqing Wang, Malin Hong, Zhiqiang Cheng, Jimin Yuan, Lingyun Dai, Jichao Sun, Jigang Wang, Chen Qiu, Guangsuo Wang, Chang Zou

**Keywords:** METTL7B, non-small cell lung cancer, proliferation, tumorigenesis, cell cycle

## Abstract

Lung cancer remains a leading cause of cancer-associated mortality worldwide, however, molecular mechanisms underlying lung cancer tumorigenesis and progression remain unknown. Here, we report evidence showing that one member of the mammalian methyltransferase-like family (METTL), METTL7B, is a potential molecular target for treatment of non-small cell lung cancer (NSCLC). METTL7B expression was elevated in the majority of NSCLC comparing to normal tissues. Increased expression of METTL7B contributed to advanced stages of tumor development and poor survival in NSCLC patients. Lentivirus-mediated shRNA silencing of METTL7B suppressed proliferation and tumorigenesis of cancer cells *in vitro* and *in vivo*. Investigation on gene expression profiles of NSCLC cells revealed that abundant cell cycle related genes were downregulated in the absence of METTL7B. Pathway enrichment analysis indicated that METTL7B participated in cell cycle regulation. Notably, CCND1, a key regulator for G1/S transition, was significantly decreased with the depletion of METTL7B, resulting in G0/G1 arrest, indicating that METTL7B is critical for cell cycle progression. Taken together, our findings implicate that METTL7B is essential for NSCLC development and progression. METTL7B might serve as a potential therapeutic target for NSCLC.

## Highlights

1. METTL7B is associated with tumorigenesis and progression in NSCLC;
2. METTL7B significantly influenced tumor growth *in vivo* and *in vitro*;
3. METTL7B serves as a potential therapeutic target for NSCLC;
4. METTL7B contributes to tumor growth through regulation of cell cycle progression.

## Background

Lung cancer is one of the most common malignant tumors worldwide (Siegel et al., 2019). There are approximately 1.8 millions of newly diagnosed lung cancer cases and approximately 1.4 millions of deaths caused by lung cancer each year (Naccache et al., 2018). Non-small cell lung cancer (NSCLC) is a major subtype (approximately 85%) of lung cancer with a poor 5-year survival rate less than 15% (Siegel et al., 2019). It is urgent to identify specific molecular biomarkers, especially previously unrecognized molecules that can be used to diagnose lung cancer at an early stage and inhibit the cancer progression.

Methyltransferases are a diverse family of proteins that are characterized by the presence of methyltransferase like domains and a structurally conserved S-adenosyl methionine (SAM) binding domain (Copeland, 2013; Yang and Bedford, 2013; Holoch and Moazed, 2015; Dan and Chen, 2016; Horning et al., 2016). Previous studies have demonstrated that methylation directly affects chromatin organization and modulate gene transcription without mutation to the gene itself (Jahan and Davie, 2015; Edwards et al., 2017). Furthermore, methyltransferases had been found to play a critical role in the development of genetic diseases, cancers, and metabolic diseases (Baqir and Smith, 2006; Yang and Bedford, 2013; Bayraktar and Kreutz, 2018). METTL7B is a member of mammalian methyltransferase-like (METTL) family. Studies had shown that members of METTL family participate various biological functions. For instance, METTL3, METTL16, METTL2B and METTL8 were found to be RNA methyltransferases (Pendleton et al., 2017; Xu et al., 2017) and play important roles in tumorigenesis (Deng et al., 2018). Yet, the role of other members of METTL family in cancer development remains largely unexplored.

In this study, we showed that METTL7B is involved in the regulation of cell cycle progression and is essential for NSCLC development. We suggest that METTL7B might serve as a potential therapeutic target for NSCLC.

## Methods and Materials

### Patients and Tissue Samples

Fifteen pairs of fresh lung cancer and adjacent normal tissues were obtained from the Second Clinical Medical College of Jinan University & Shenzhen People’s Hospital (Shenzhen, China). These patients were clinically and pathologically diagnosed at the Department of thoracic surgery, the Second Clinical Medical College of Jinan University & Shenzhen People's Hospital from 2016 to 2017. This study was approved by the Ethics Committee of Shenzhen People's Hospital. Written informed consents were obtained from the participants.

A tissue array containing a total of 94 pairs of lung cancer samples and matched adjacent normal tissues with follow-up data was obtained from Shanghai Outdo Biotech Co. Ltd. (Shanghai, China). Immunohistochemistry (IHC) assays were performed the tissue microarray chips according to standard protocols provided by Abcam. Briefly, sections were incubated with anti-METTL7B antibody (Abcam, Cat#ab110134,1:100 dilution) overnight at 4°C, and subsequently incubated with streptavidin-conjugated horseradish peroxidase. Sections were visualized with 3, 3-diaminobenzidine (DAB) kit. All IHC samples were assessed by two independent pathologists blinded to both the sample origins and the subject outcomes. The TMA was scanned using Scanscope XT (Aperio, Shanghai, China). The clinical features of the patients are listed in **Table 1**. For survival analyses, patient overall survivals stratified by expression of METTL7B, were presented as the Kaplan–Meier plots and tested for significance using log-rank tests. Differences were considered significant when P value was less than 0.05.

**Table 1:** Correlation between METTL7B expression and clinicopathological characteristics.

	Variables	METTL7B expression		Total	χ2	*p* value
		Low	High		
Age (year)					0.604	0.437
	⩽60	15	28	43		
	>60	14	37	51		
T stage					5.088	0.024*
	T1/T2	26	44	70		
	T3/T4	3	21	24		
Sex					0.551	0.458
	Female	11	30	41		
	Male	18	35	53		
TNM stage					3.631	0.057
	I/II	18	31	49		
	III/IV	5	25	30		
	Null			15		
N stage					1.893	0.169
	N0	15	27	42		
	N1/N2/N3	8	29	37		
	Null			15		
M					0.458	0.499
	M0	29	63	92		
	M1	0	1	1		
	Null			1		
Grade					1.879	0.170
	I/II	17	50	67		
	III	10	15	25		
	Null			2		
EGFR					4.590	0.032*
	Negative	24	42	66		
	Positive	1	13	14		
	Null			14		
ALK					1.076	0.300
	Negative	21	50	71		
	Positive	3	3	6		
	Null			17		
VEGF					0.024	0.878
	Negative	12	28	40		
	Positive	17	37	54		
VEGF					0.024	0.878
	Negative	12	28	40		
	Positive	17	37	54		
PD-L1						0.303^#^
	Negative	5	6	11		
	Positive	21	52	73		
	Null			10		
Survivin						1.000
	Negative	4	9	13		
	Positive	17	40	57		
	Null			24		

*The p value < 0.05 is regarded as statistically significant.

^#^Fisher's exact test was used.

### Cell Lines and Cultures

Lung cancer cells (A549, PC-9), 293T cells were purchased from the American Type Culture Collection (ATCC). These cells were authenticated using short tandem repeat (STR) by Genetic testing Biotechnology Corporation (Suzhou, China). A549 and PC-9 were cultured in RPMI-1640 (Hyclone, Thermo Scientific) medium supplemented with 10% fetal bovine serum (Hyclone, Thermo Scientific) at 37°C in an incubator with 5% CO_2_. 293T cell were cultured in Dulbecco's modification of Eagle's medium (Hyclone, Thermo Scientific) supplemented with 10% fetal bovine serum (Hyclone, Thermo Scientific) at 37°C in an incubator with 5% CO_2_. All of cell lines were confirmed with negative mycoplasma contamination.

### Lentivirus Virus Production and Transduction

For lentivirus mediated shRNA knockdown, pLKO.1-GFP construct together with packing plasmids psPAX2 and pMD2.G were co-transfected into 293T cells. Viruses were collected at 48 hours and 72 hours after transfection and then added to A549 or PC-9 cells with polybrene (8 μg/ml, Sigma). Forty-eight hours after infection, Puromycin was added to the culture medium for stable cell selection. The sequence targeting Human METTL7B were as follow, shMETTL7B-1: 5'-GGGAAAGGCTGTCAAATAA-3', shMETTL7B-2: CAGGGCAATCTCTAACTTCAA. Real-time quantitative PCR(RT-qPCR) and Western blot were performed to determine the knockdown efficiency.

### Cell Viability Assay

The cell viability was measured using Cell Counting Kit-8 (CCK-8) (MedChem Express, Monmouth Junction, NJ, USA) according to the manufacture's recommendations. Briefly, A549 and PC-9 cells with METTL7B shRNA or negative control shRNA were seeded in 96 well plate. Cell proliferation was documented every 24 h for 3 days. The number of viable cells was assessed by measurement of the absorbance at 450 nm using a microtiter plate reader (BIO-TEK Instruments, Winooski, VT, USA).

### Colony Formation Assay

Cells were seeded in six-well plates at a density of 10^3^ cells/well. After incubation at 37°C for 14 days, colonies were fixed with 4% paraformaldehyde and stained by crystal violet for 15 min at room temperature and photographed by a camera. Macroscopic colonies of each well were counted.

### *In Vivo* Tumorigenesis Assay

Animal study was approved by the Jinan University Institutional Animal Care and Use Committee. Experimental procedures were performed in accordance with the Guide for the Care and Use of Laboratory Animals (National Institutes of Health Publication No. 80-23) and according to the institutional ethical guidelines for animal experiments. Male BALB/c nu/nu mice (4–5 weeks old) purchased from the Laboratory Animal Center of Shanghai, Academy of Science Chinese (Shanghai, China), were housed under specific pathogen-free conditions. Mice were randomly divided into two groups with five mice in each group. Viable cells (3 × 10^6^ cells/mice) were injected subcutaneously into the flanks of mice. Ctrl group was injected with shCTRL-A549 cells; shMETTL7B group was injected with shMETTL7B-1 cells. Ten days after cell injection, the length (L) and width (W) of tumor xenografts were measured at a three-day interval with a Vernier caliper. Tumor volumes were calculated (V = W^2^ × L/2). Bioluminescent imaging was performed on tumors on day 35. The animals were sacrificed under general anesthesia with chloral hydrate (5%, 100 μl/10 g). The tumors were removed, weighted, and fixed for immunohistochemical experiments with primary antibodies: anti-METTL7B (1:100 dilution, Abcam, Cat#ab110134), anti-Ki67 (1:400 dilution, Cell signaling Technology, Cat# ab92742).

### RNA Isolation and Microarray Hybridization

Total RNA from A549 cells treated with METTL7B shRNA or control shRNA was extracted with a Qiagen RNeasy Mini Kit according to the manufacturer's instructions. RNA concentration and purity were measured with the NanoDrop 2000 (Thermo Scientific, Pittsburgh, PA). The Affymetrix PrimeView Human Gene Expression Array (Affymetrix, SantaClara, CA) was used to assess the differential mRNA expression in shCTRL and shMETTL7B cells and performed by CapitalBio Corporation (Beijing, China) according to the manufacturer's instructions. The PrimeView microarray comprises more than 36,000 transcripts mapping over 20,000 unique genes.

### Microarray Data Analysis

Affymetrix GeneChip Command Console Software was used to analyze microarray data and summarize the probe level information (Hou et al., 2015). Significance Analysis of Microarrays software was used to identify differentially expressed genes (DEGs) between vector control group and shMETTL7B group, and the criteria for DEGs were FDR <0.05 and fold change >1.5 or <0.5. The program Ingenuity Pathway Analysis (IPA, www.ingenuity.com) was used to draw functional pathways relevant to the DEGs identified. The microarray data have been submitted to the NCBI Gene Expression Omnibus (GEO accession number GSE142278).

### RNA Extraction and Real-Time Quantitative PCR Assays

Total RNA was extracted from cells using TRIZOL Reagent (Invitrogen, USA), and cDNA was synthesized from 1 μg of RNA with the M-MLV Reverse Transcriptase Kit (Promega, USA) as recommended by the manufacturer. Real-time quantitative PCR reactions for the quantification of gene expression were performed with Bio-Rad iQ5 Real Time PCR System. The primers sequences used in this study were listed in **Supplementary Table S1**.

### Western Blot

Total protein was extracted and protein concentration was determined with the BCA Protein Assay Kit (Pierce, Rockford, IL, USA). Equivalent amounts of proteins samples were uploaded and separated by SDS-PAGE and then electro-transferred to polyvinylidene difluoride (PVDF) membranes (Millipore Corp, Atlanta, GA, US). The membranes were blocked in 5% non-fat dry milk powder at room temperature for 1 h, and then incubated overnight at 4°C with primary antibodies: anti-METTL7B (1:1000 dilution, Abcam, Cat #ab110134), anti-GAPDH (1:1000 dilution, Cell Signaling Technology, Cat#5174S). Membranes were then incubated with HRP-conjugated secondary antibodies at room temperature for 1 h. The signals of bands were detected by ECL reagents.

### Cell Cycle Analysis

Cell cycle profiles were analyzed by flow cytometry with standard propidium iodide (PI) staining method (Beyotime Biotechnology, China) according to the manufacture's manual. Cells were harvested and washed once with PBS, and fixed in 70% ethanol at -20°C overnight. Cells were washed with PBS twice and resuspended in PBS containing PI at a final concentration of 10 g/ml and RNase A (20 g/ml). The samples were kept at room temperature for 30 min in the dark and then analyzed using a FACSCalibur flow cytometry (BD Biosciences). The data were analyzed using FlowJo software (Tree Star, Ashland, OR, USA).

### Statistical Analysis

All data were expressed as mean ± standard deviation (S.D). We employed SPSS 19.0 (SPSS, Chicago, IL) to conduct all the statistical analysis. Student's t-test were used to evaluate the differences between two comparison groups, One-way ANOVA was used for multiple-group comparisons, Chi-square test and Spearman's rank test were used for correlation between METTL7B expression and clinicopathological characteristics (or Fisher's exact test if appropriate). Survival analyses were plotted using Kaplan-Meier curves and compared using the log-rank test. P value less than 0.05 was regarded as statistically significant.

## Results

### METTL7B Is Up-Regulated in NSCLC Tissues

To explore the role of METTL7B in NSCLC, we first measured the expression of METTL7B in a small cohort of 15 pairs of clinical lung cancer tissues and their matched adjacent non-tumor tissues by qRT-PCR and Western blot. Our results showed that the expression level of METTL7B was significantly higher in lung cancer tissues compared to matched adjacent normal lung tissues in both mRNA and protein level (**Figures 1A, B**).

**Figure 1:**
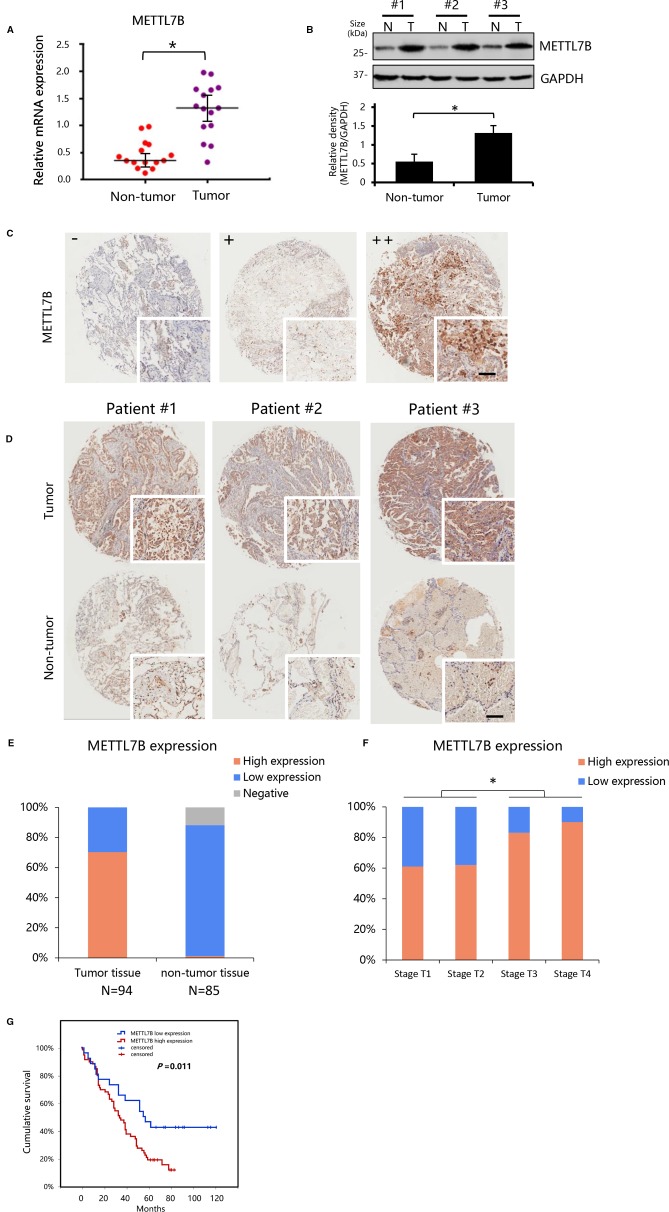
METTL7B up-regulated in clinical lung cancer tissues. **(A, B)** The expression of METTL7B evaluated in 14 pairs of clinical lung cancer tissues and their matched non-tumor tissues by qRT-PCR (p < 0.05) and Western blot (Data from three representative patients were shown). **(B)** Data in lower panel represented the density quantification of bands (normalized to GAPDH) for each experimental group, *p < 0.05 vs. non-tumor. N, non-tumor tissues; T, tumor tissue. **(C**, **D)** Immunohistochemical staining of METTL7B protein in tumor tissue and matched non-tumor tissues from non-small cell lung cancer (NSCLC) tissue microarray of 95 cases shown at low (×40) and high (×400; bar = 100 *μ*m) magnification. **(C)** Representative sections for staining intensity “-” negative, “+” low expression, “++” high expression. **(D)** Immunohistochemical staining images from three representative patients. **(E)** The METTL7B expression in lung cancer tissues and their matched non-tumor tissues groups. **(F)** METTL7B expression in tumor tissue with different Tumor (T) stages. **(G)** Kaplan-Meier survival curve analysis of NSCLC patients with high or low METTL7B expression.

To confirm our finding, we performed an NSCLC tissue microarray (TMA) analysis for a large cohort with 94 patients. METTL7B protein level were verified by IHC staining on TMAs. Positive staining of METTL7B was predominately found in the cytoplasm of tumor cells (**Figure 1C**). Tumor cells showed strong expression of METTL7B protein, while residual normal mammary epithelial cells presented low IHC staining intensity (**Figure 1D**). More importantly, we found that the nearly 70% (66/94) of NSCLC tissue overexpressed METTL7B while it expressed at a lower level in 97% (84/85) of normal tissues (**Figure 1E**), indicating that the METTL7B plays an important role in cancer development in NSCLC. Notably, a significant correlation between METTL7B expression and advanced tumor (T) status was found (*p*=0.024) (**Figure 1F**, **Table 1**), suggesting that METTL7B expression is correlated with tumor progression in NSCLC. To further explore the role of METTL7B in NSCLC, we screened the correlation of expression between METTL7B and cancer related genes, including epidermal growth factor receptor (EGFR), Anaplastic lymphoma kinase (ALK), Vascular endothelial growth factor (VEGF), Programmed cell death-1 (PD-1), and Survivin. Interestingly, we found that the expression of EGFR was associated with METTL7B (*p* = 0.032) (**Table 1**). More importantly, elevated METTL7B expression was significantly associated with shortened survival of lung cancer patient (**Figure 1G**, *p* = 0.011). Taken together, our results showed that up-regulated METTL7B is associated with tumorigenesis and poor clinical outcomes in NSCLC.

### METTL7B Is Essential for Cancer Cell Proliferation in NSCLC *In Vitro*

In order to understand the biological functions of METTL7B in the progression of lung cancer, loss of function lung cancer cell model was applied by using lung adenocarcinoma cell line A549 and PC-9 since METTL7B was up-regulated significantly in adenocarcinoma tumor but not in lung squamous carcinoma based on TCGA dataset (http://ualcan.path.uab.edu/index.html) (**Supplementary Figure S1**). These cells were subjected to lentivirus mediated interference targeting METTL7B with two different shRNAs. The knockdown efficiency was examined by qPCR and Western blot (**Figure 2A**). Firstly, we performed cell proliferation assay to see the role of METTL7B in cancer cell growth. Interestingly, in the absence of METTL7B, we observed that the cell growth and proliferation were significantly inhibited in both cell lines (**Figure 2B**). To confirm these data, we then determined the viability of cells by performing crystal violet staining. Indeed, the formation and growth of colonies in A549 and PC-9 were eliminated significantly with the treatment of METTL7B shRNAs (**Figure 2C**). Therefore, our results revealed that METTL7B is essential for cell growth and proliferation of NSCLC cells *in vitro*.

**Figure 2:**
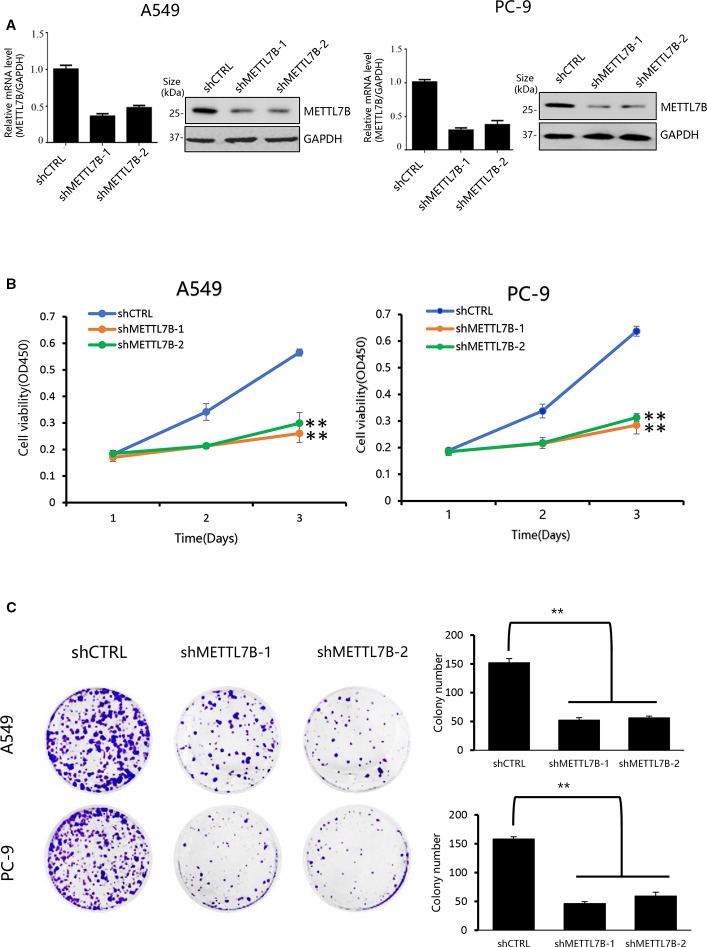
Knockdown of METTL7B inhibits the proliferation of lung cancer cells *in vitro*. **(A)** A549 and PC-9 cells transducted with sh-METTL7B (shMETTL7B-1, -2) or shControl RNA (shCTRL) mediated by lentivirus for 48 h. The knockdown efficiency was confirmed by qRT-PCR and Western blot. Error bars = mean ± SD, n = 3. **(B)** Cell viability assay. After lentivirus infection, cells were collected and seeded in 96-well plates (2,000 cells/well). CCK8 assay applied to measure the cell viability for 3 days. Data are presented as mean ± SD, n = 3. One way ANOVA, **p < 0.01, vs. shCTRL group. **(C)** Colony-formation assay performed with shMETTL7B or shCTRL cells. After lentivirus infection, cells were collected and seeded in six-well (1,000 cells/well) plate. After incubation for 14 days, colonies were stained by crystal violet and photographed. One way ANOVA, **p < 0.01, vs. shCTRL group. All values are the average of triplicate experiments with the SD indicated by the error bars.

### METTL7B Is Required for Lung Tumorigenesis *In Vivo*

To test whether METTL7B is required for tumorigenesis *in vivo*, A549 cells stably expressing shMETTL7B or shCTRL were subcutaneously inoculated into BALB/c nude mice (five mice per group). After transplantation, tumor volume (width^2^ × length/2) was examined twice a week. To confirm the role of METTL7B in tumor growth, lung tumorigenesis was evaluated by histopathology after mice were scarified 35 days post tumor injection. The proliferation marker of Ki-67 were measured. As shown in **Figures 3A–C**, xenograft tumor growth was greatly inhibited in mice bearing shMETTL7B, with a notable decrease in tumor sizes and weights (*p* < 0.05). The lowered expression of Ki67 from IHC staining was also observed in shMETTL7B xenograft tumors (**Figure 3D**), suggesting the decreased proliferative cells in METTL7B knockdown xenograft tumors when compared with the control samples. Taken together, these findings indicated that METTL7B is also essential for lung cancer tumorigenesis *in vivo*.

**Figure 3:**
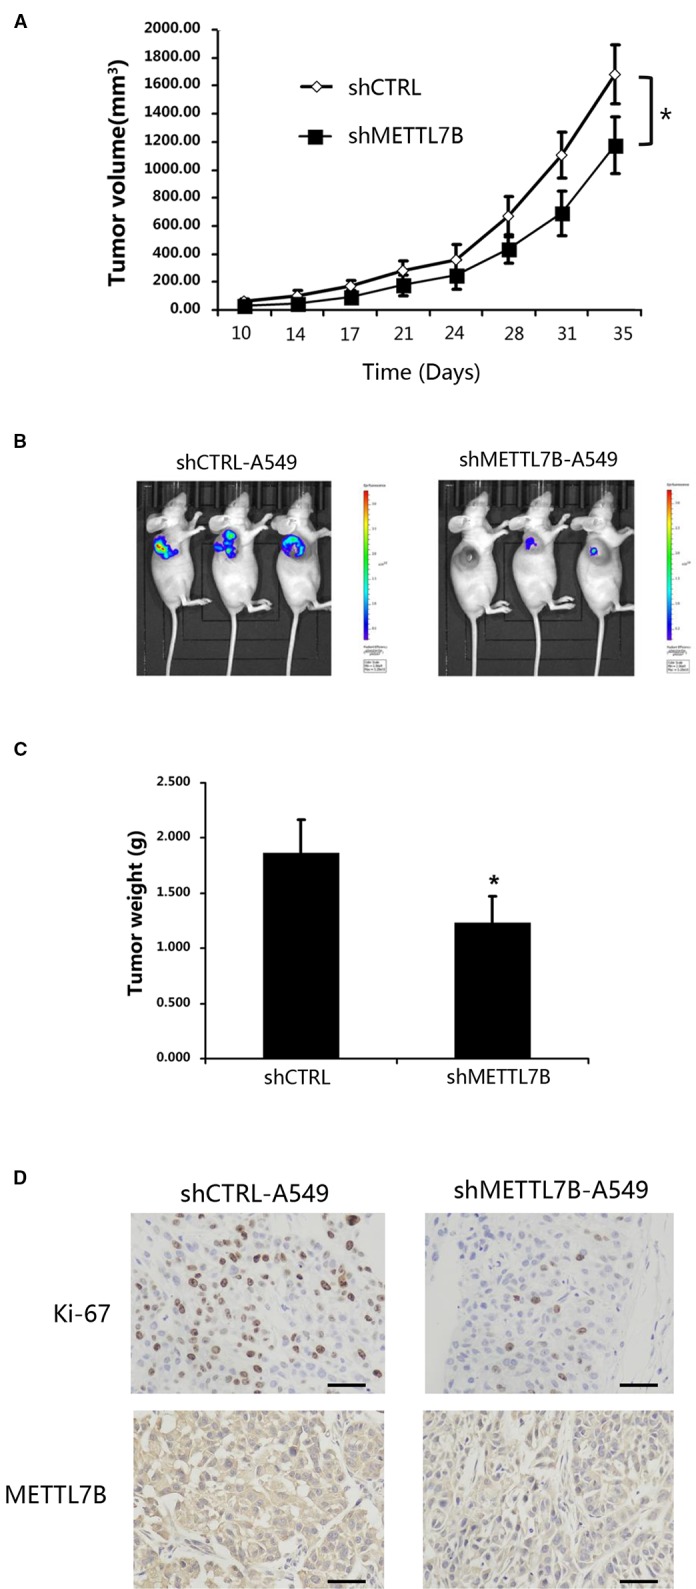
METTL7B is essential for cancer cell proliferation *in vivo.* ShMETTL7B-A549 or shCTRL-A549 cells were subcutaneously injected into BALB/c-nu mice. **(A)** Ten days after cell inoculation, tumor was measured twice a week. Tumor volumes were calculated. **(B)** Bioluminescent imaging of tumors with shMETTL7B-A549 or shCTRL-A549 cells in BALB/c-nu mice on day 35 (data from three representative mice of each group were shown). **(C)** On the 35th day, mice were sacrificed and tumor xenografts were excised and weighted. **(D)** Immunohistochemical staining with indicated antibodies. Scale bar, 50 μm. (Data represent mean ± S.D, *p < 0.05 indicates significant difference between the groups. Five mice were used for each group).

### METTL7B Regulates Cell Cycle Progression

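METTL7B, the target of the knockdown, had a log2 expression of 4.93, 5.03 and 5.09 on the arrays of shMETTL7B replicates 1 to 3, and of 5.93, 6.01 and 6.00 on the arrays of shCTRL replicates 1 to 3. Its mean was 5.02 ± 0.081 (SD, n = 3) in shMETTL7B-A549 cells and 5.98 ± 0.044 (SD, n = 3) in shCTRL-A549 cells. This is a log2 fold change of -0.96 (standard error 0.058, adjusted p = 6.2e-05 from limma), or a 1.95-fold lower level. METTL7B was measured by 1 probe set, which the annotation lists under the gene's current symbol TMT1B. A549 is a cell line of human lung adenocarcinoma, and both groups were infected with lentivirus carrying a short hairpin RNA, against METTL7B or a control. Total RNA was taken 2 days after infection from 3 biological replicates per group and hybridized to 6 one-colour PrimeView arrays. Which METTL7B shRNA was used for the arrays is not given in the sources used here. The deposited values are log2 expression per probe set, summarized by the authors with Affymetrix GeneChip Command Console, and the submitters' processing notes name MAS5. The normalization is not given in the sources used here. Each array held 49395 probe sets with a median log2 expression of 5.73 to 5.76, and the background control probe sets had a median of 2.62 to 2.75 per array. Each of 18132 genes was represented by the probe set with the highest mean among those naming that gene alone. The groups were compared with limma, and genes with a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5 in either direction were taken as differentially expressed. Data of the same size were simulated from limma's own variance model, with independent genes and equal spread in both groups. In these, limma recovered 80% of genes changed by a log2 of 0.7 and 96% of genes changed by a log2 of 1. This checks the procedure and not its accuracy on the arrays, whose genes and spreads can differ from that model. The number of arrays limits the precision. The 3' probe set of the ACTB control exceeded its 5' probe set by a log2 of 0.62 ± 0.085 (SD, n = 3) in shMETTL7B-A549 cells and 0.35 ± 0.028 (SD, n = 3) in shCTRL-A549 cells (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). For the GAPDH control the difference was 0.031 ± 0.038 (SD, n = 3) and 0.032 ± 0.015 (SD, n = 3), respectively (two-sided exact permutation test, p = 1).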

To explore the mechanism of METTL7B on lung cancer development, global gene expressions of shMETTL7B-A549 and shCTRL-A549 cells were evaluated using Affymetrix GeneChip PrimeView Human Gene Expression Arrays. A total of 1422 differentially expressed genes were identified with 904 genes up-regulated and 518 down-regulated (**Supplementary Table S2**). 

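Of 18132 genes tested, 619 were up-regulated and 320 were down-regulated in shMETTL7B-A549 cells. The largest increase was that of HSPA6, a stress-inducible chaperone of the HSP70 family, with a log2 fold change of 3.86 (standard error 0.055, adjusted p = 3.6e-07 from limma), or a 14.5-fold higher level. Of 28 measured heat shock genes, 20 were up-regulated and none was down-regulated by limma, by a hand-coded version of SAM or at an unadjusted p under 0.05, with 20 up-regulated when adjusted over the list alone. Each of these counts required the 1.5-fold change, here and for the other lists below, so they are not independent of each other. All 28 had a positive change at an adjusted p under 0.05, and the median log2 fold change was 1.097 (adjusted p = 3e-27 from camera, adjusted p = 0.069 with an estimated correlation). HSPA1B, another HSP70 chaperone, rose by a log2 of 2.52, and the co-chaperones DNAJB1 and DNAJB4 rose by 2.23 and 2.09. Of 30 measured immediate early genes, which respond within minutes to growth factors and stress, 10 were up-regulated and 1 was down-regulated (10 and 1 when adjusted over the list alone). Their median log2 fold change was 0.29 (adjusted p = 6.2e-07 from camera, adjusted p = 0.196 with an estimated correlation). Of these lists, 22 heat shock and 13 immediate early genes stood in the paper's Table S2, which had been read when the lists were written, and are not independent evidence of a direction. The transcription factors FOS, FOSB and EGR1 rose by a log2 of 3.08, 2.49 and 1.68, and the growth factor HBEGF rose by 1.85. The 1 lower member was IER3 at -0.63, named after its values were seen, and it did not pass without shCTRL replicate 3, where 0 members were down-regulated. The other genes among the 10 largest increases were DLX2, GADD45G, OLR1, RGS2 and C11orf96, with log2 fold changes from 2.74 to 2.15. Another probe set of DLX2 had a log2 fold change of -0.12, another of FOSB had -0.01, and 1 of the 6 of EGR1 had 0.16. On the same arrays, the 3' minus 5' difference of the ACTB control was higher in shMETTL7B-A549 cells by a log2 of 0.27.

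**Figure D1:**
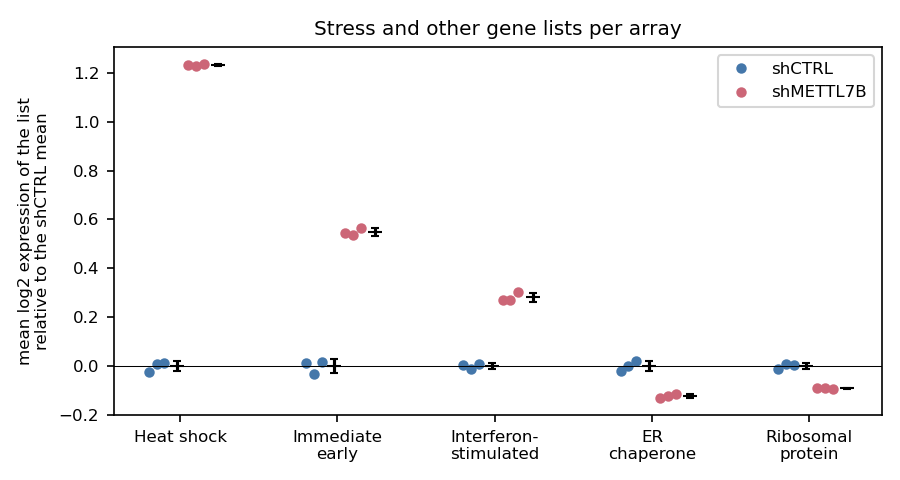
Mean log2 expression of 5 gene lists on each array, relative to the mean of the shCTRL arrays (y axis), for shCTRL (blue) and shMETTL7B (red), with the mean and SD of 3 arrays beside the points. The heat shock list lies at 1.23 to 1.24 on the 3 shMETTL7B arrays and at -0.022 to 0.012 on the 3 shCTRL arrays.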

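The largest decrease was that of TGFBI, an extracellular matrix protein induced by TGF-β, with a log2 fold change of -2.47 (standard error 0.057, adjusted p = 1.95e-06 from limma), or a 5.53-fold lower level. EI24, a membrane protein of the endoplasmic reticulum induced in the p53 response, had a log2 fold change of -1.70 (standard error 0.056, adjusted p = 7.0e-06 from limma). CTPS1, which makes CTP for nucleic acid synthesis, was at -1.54 (standard error 0.049, adjusted p = 5.8e-06 from limma). PRXL2C was also at -1.54, and GAL, the neuropeptide galanin, was at -1.42. CCDC85B, EDF1, MTX3, MEST and RFLNB completed the 10 largest decreases, at -1.40 to -1.32. CCDC85B, EDF1 and MTX3 each had another probe set with a smaller log2 fold change, of -0.11, -0.23 and -0.03. Beyond a 2-fold change there were 172 higher and 40 lower genes. At an adjusted p under 0.05 alone, 2620 genes were higher and 2592 were lower, and the median log2 fold change of all 18132 genes was -0.025.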

The distribution of differentially expressed genes by fold change (FC) between the shMETTL7B group and the shCTRL group (|FC| > 1.5, *p* < 0.05) was shown in a volcano graph (**Figure 4A**). Ingenuity pathway analysis (IPA) demonstrated interactions (direct/indirect) of METTL7B with genes involved in cellular signaling pathways including Cyclins and Cell Cycle Regulation(CCND1,CCNB1); p53 Signaling(BIRC5,HDAC9); TGF-β Signaling (BMP4,JUN); and NRF2-mediated Oxidative Stress Response(EIF2A,STIP1). To confirm these findings, 20 selected genes involved in these signaling pathways were further validated using qRT-PCR analysis (**Supplementary Figure S2**). 

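Of the 8 genes CCND1, CCNB1, BIRC5, HDAC9, BMP4, JUN, EIF2A and STIP1, 4 were up-regulated and 1 was down-regulated (4 and 1 when adjusted over the list alone, 3 down-regulated with every probe set tested on its own). They were chosen by the study on these arrays, so their direction is not independent evidence. HDAC9, a histone deacetylase, had a log2 fold change of 1.28 (standard error 0.059, adjusted p = 2.5e-05 from limma). Its 5 probe sets ranged from -0.05 to 1.28, and 1 of them was past the 1.5-fold threshold. That probe set had a mean of 6.10 in shCTRL-A549 cells. The others had means of 2.62 to 3.21 there, close to the background medians of 2.62 to 2.75, which limits what their changes show. JUN, a subunit of the AP-1 transcription factor, rose by a log2 of 0.89, the HSP70-HSP90 organizing protein STIP1 by 0.78 and the ligand BMP4 by 0.74. CCNB1, the cyclin B1 of mitotic entry, had a log2 fold change of -0.78 (standard error 0.064, adjusted p = 2.0e-04 from limma). BIRC5, the apoptosis inhibitor survivin, was at -0.53 (standard error 0.051, adjusted p = 3.5e-04 from limma), a 1.45-fold change, and its 12 probe sets ranged from -1.08 to 0.07. EIF2A was at -0.14 (standard error 0.054, adjusted p = 0.090 from limma). The median of the 8 genes was 0.30 (adjusted p = 0.571 from camera). Of 34 measured TGF-β and BMP genes, 3 were up-regulated and 6 were down-regulated (3 and 6 when adjusted over the list alone), with a median of -0.14 (adjusted p = 0.12 from camera). Besides TGFBI, the decreases included ID3, a BMP-responsive inhibitor of transcription factors, at -0.89, and the increases included SKIL, a repressor of SMAD signaling, at 1.14. Of 28 measured NRF2 target genes, 3 were up-regulated and none was down-regulated by limma, by SAM or at an unadjusted p under 0.05 (3 up-regulated when adjusted over the list alone), while 1 was down-regulated with the mean of all probe sets of a gene or with every probe set tested. These were HMOX1, which degrades heme, at 1.39, the glutathione peroxidase GPX2 at 0.95, and OSGIN1 at 0.92. The NRF2 list had a median of 0.14 (adjusted p = 3.6e-04 from camera, adjusted p = 0.439 with an estimated correlation). Without the fold threshold, 14 of its genes were higher and 4 were lower at an adjusted p under 0.05 from limma.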

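Of 56 measured genes of G2 and mitosis, 14 were down-regulated and 2 were up-regulated in shMETTL7B-A549 cells (14 and 2 when adjusted over the list alone), and 48 of the 56 had a negative change. Down-regulated members numbered 7 without the dimmest 50% of genes, where 1 was up-regulated, and 9 with the mean of all probe sets of a gene. Of these genes, 19 stood in the paper's Table S2, as did 6 of the S phase list, and those are not independent evidence of a direction. Their median log2 fold change was -0.26 (adjusted p = 6.2e-07 from camera, adjusted p = 0.196 with an estimated correlation). Cyclin B2 (CCNB2) had a log2 fold change of -1.08 (standard error 0.051, adjusted p = 2.8e-05 from limma). The spindle protein DLGAP5 was at -1.07, the checkpoint kinase TTK at -0.87, the topoisomerase TOP2A at -0.87 and the proliferation marker MKI67 at -0.78. The 2 higher members were CKS2, a subunit bound to cyclin-dependent kinases, at 1.36, and GAS2L3 at 0.67, the latter named after its values were seen. Of 40 measured S phase genes, 4 were down-regulated and 1 was up-regulated (4 and 1 when adjusted over the list alone). The ribonucleotide reductase subunit RRM2 was at -1.01, DSCC1 at -0.79 and the helicase BLM at -0.77, while cyclin E2 (CCNE2) had a log2 fold change of 1.60. Its size is uncertain, since CCNE2 was at 3.14, 2.70 and 3.31 on the shCTRL arrays, where the background control probe sets had medians of 2.69, 2.75 and 2.64. The fourth lower member, RAD51AP1, was at -0.65 and was named after its values were seen. All 5 were among the dimmest 50% of genes, and none was tested without these. The S phase list had a median of -0.12 (adjusted p = 0.0172 from camera, adjusted p = 0.536 with an estimated correlation). Without shCTRL replicate 3 its adjusted p was 0.122 and 2 members were up-regulated, and over all the alternatives tested with camera the adjusted p ran from 0.0055 to 0.536.
Of 121 measured genes of the wider cell cycle list, 10 were down-regulated and 7 were up-regulated (10 and 7 when adjusted over the list alone, 4 up-regulated without the dimmest 50% of genes), with a median of -0.05 (adjusted p = 0.28 from camera). The increases included GADD45G and GADD45B, stress-inducible growth arrest genes, at 2.37 and 1.53. Of the 16 measured genes of Figure 4, 10 were down-regulated and 4 were up-regulated (10 and 4 when adjusted over the list alone, 6 and 1 with the mean of all probe sets of a gene, 2 up-regulated without the dimmest 50% of genes), with a median of -0.72 (adjusted p = 5.3e-04 from camera, adjusted p = 0.313 with an estimated correlation). These genes were chosen by the study on the same arrays and are not independent evidence of a direction. They included KIAA0101 at -1.004, CDC25B at -0.92, CDC20 at -0.79, AURKB at -0.74, HMGA2 at -0.70 and HMGA1 at -0.59, and on the higher side CDH1 at 0.76 and NR4A3 at 0.67. The 6 probe sets of HMGA2 ranged from -0.70 to 0.05, with 1 past the 1.5-fold threshold. That probe set had a mean of 9.16 in shCTRL-A549 cells, and the others had dimmer means of 2.92 to 5.83.

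**Figure D2:**
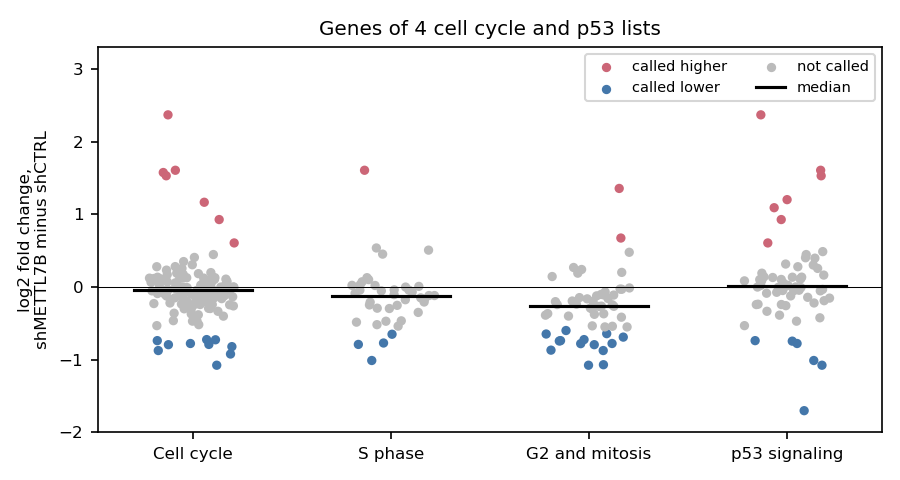
Log2 fold change of shMETTL7B-A549 against shCTRL-A549 cells (y axis) for each measured gene of 4 lists, with genes that passed both thresholds in red (higher) and blue (lower) and the median as a line. The medians are -0.05 for the cell cycle list, -0.12 for S phase, -0.26 for G2 and mitosis and 0.01 for p53 signaling.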

Interestingly, we observed that a large number of cell cycle related genes were modified (**Figures 4A, C, D**). In addition, Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway Enrichment Analysis shown that METTL7B participated in cell cycle regulation (**Figure 4B**). Furthermore, IPA network shown that cell cycle regulator Cyclin D1(CCND1) was the centralized “hub” molecule linking multiple interacting genes (**Supplementary Figure S3**). 

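Of 121 measured genes of a cell cycle list written after KEGG's map, 17 were among the 939 differentially expressed genes, against 6.27 expected by chance. The odds ratio was 3.03 (one-sided Fisher's exact test, p = 1.65e-04, adjusted p = 2.5e-04 over 3 lists). The list was written after the paper's Table S2, which held 20 of its genes, had been read. Among down-regulated genes alone, the list held 10 genes, including CCNB2, CDC25B, TTK and CDK1, with an odds ratio of 5.14 (p = 5.7e-05 from Fisher's exact test). Among up-regulated genes alone, it held 7 genes, including CCNE2, GADD45B and the kinase WEE1, with an odds ratio of 1.75 (p = 0.12 from Fisher's exact test). WEE1, which holds CDK1 inactive, had a log2 fold change of 1.17 and was named after its values were seen. For porphyrin metabolism and UDP-glucuronosyltransferase genes, 1 of 22 measured genes was differentially expressed, HMOX1, with an odds ratio of 0.872 (p = 0.69 from Fisher's exact test), and the shift of the list had an adjusted p of 0.81 from camera. The median of that list was -0.02 while its mean was 0.05 and camera's direction was up. No gene of it was down-regulated by limma, by SAM or at an unadjusted p under 0.05, and 1 was up-regulated when adjusted over the list alone. Without the fold threshold, 3 of its genes were higher and 3 were lower at an adjusted p under 0.05 from limma. The background of these tests was the 18132 genes tested. The UGT1A genes share their probe sets and were not counted in them. With shared probe sets counted for every gene they name, 10 of 33 genes were differentially expressed, an odds ratio of 7.63 against a background of 19605 genes (p = 6.3e-06 from Fisher's exact test). Such a count takes a shared measurement once per gene. In the paper's Table S2, 9 UGT1A genes carry 1 set of values. With the genes of that table taken and the UGT1A genes counted as 1, the odds ratio was 1.18 (p = 0.521, Fisher's exact test). This setting was added after the data were seen. The odds ratio of the cell cycle list was 1.89 with a ratio under 0.5 required of lower genes (p = 0.074, adjusted p = 0.111 over 3 lists) and 1.92 among the 9066 genes left without the dimmest 50% (p = 0.0417, adjusted p = 0.0625 over 3 lists), both from Fisher's exact test, with adjusted p from 1.5e-04 to 0.111 over its alternatives. Without a fold change threshold it was 1.525 (p = 0.0171, adjusted p = 0.0257 over 3 lists, from Fisher's exact test).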

In the absent of METTL7B, CCND1 was down-regulated while cyclin-dependent kinase 4 inhibitor (CDKN2D) was up-regulated (**Figures 4A, C**), indicating that G0/G1 transition might be inhibited. 

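Cyclin D1 (CCND1), which activates CDK4 and CDK6 in G1, had a log2 expression of 10.01 ± 0.025 (SD, n = 3) in shMETTL7B-A549 cells and 10.54 ± 0.044 (SD, n = 3) in shCTRL-A549 cells. Its log2 fold change was -0.53 (standard error 0.048, adjusted p = 2.8e-04 from limma), a 1.45-fold change. CDKN2D, an inhibitor of CDK4 and CDK6, was at 6.53 ± 0.131 (SD, n = 3) and 4.96 ± 0.114 (SD, n = 3), respectively. Its log2 fold change was 1.57 (standard error 0.086, adjusted p = 4.2e-05 from limma), a 2.98-fold change. Cyclin D3 (CCND3), another cyclin of G1, was at 8.83 ± 0.097 (SD, n = 3) and 7.90 ± 0.169 (SD, n = 3), a log2 fold change of 0.93 (standard error 0.094, adjusted p = 4.7e-04 from limma). In each of these 3 genes, all 3 shMETTL7B arrays lay on the same side of all 3 shCTRL arrays, which chance alone gives for 10% of genes. Of 7 measured CDK inhibitor genes, CDKN2D was up-regulated and CDKN3, a phosphatase acting on cyclin-dependent kinases, was down-regulated at -0.91 (1 and 1 when adjusted over the list alone), and the filter on the dimmest 50% of genes left CDKN2D out. CDKN1A had a log2 fold change of 0.45 at an adjusted p of 3.7e-04 from limma, below the 1.5-fold threshold. The median of this list was 0.03 (adjusted p = 0.472 from camera). CCND1 was measured by 4 probe sets with log2 fold changes of -0.53, -0.65, -0.49 and -0.47, and only the probe set at -0.65 passed the 1.5-fold threshold (adjusted p = 5.7e-04 over all probe sets from limma). The other probe set of CCND3, at a log2 expression of 2.86 and 3.02, had a log2 fold change of -0.17. From the lower CCND1 and the higher CDKN2D, the paper proposes that the G0/G1 transition might be inhibited.

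**Figure D3:**
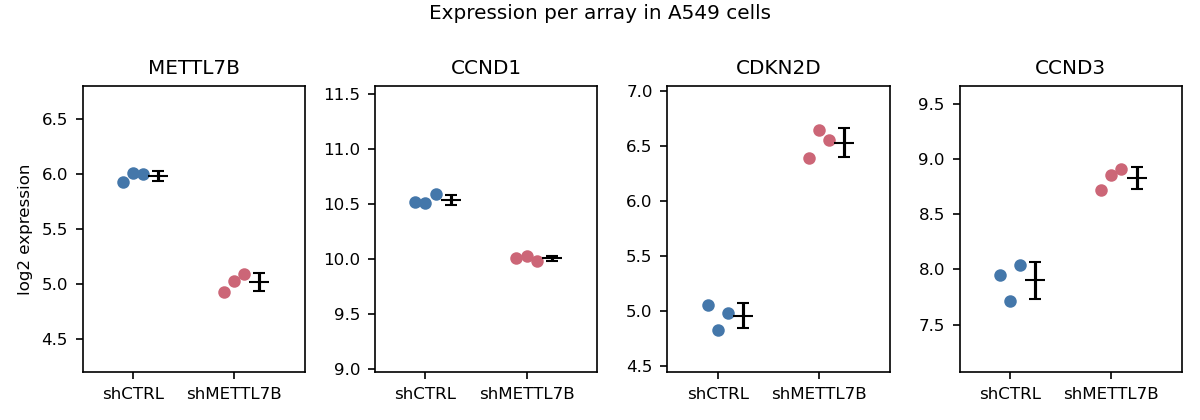
Log2 expression (y axis, each panel spanning the same number of log2 units) of METTL7B, CCND1, CDKN2D and CCND3 on each of 3 shCTRL (blue) and 3 shMETTL7B (red) arrays, with the mean and SD beside the points. METTL7B and CCND1 are lower and CDKN2D and CCND3 are higher on every shMETTL7B array than on any shCTRL array.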

Based on these clues, we analyzed the cell cycle progression of cells with or without shMETTL7B treatment by using flow cytometry. Indeed, cells were arrested at G0/G1 phase in the absence of METTL7B (**Figure 4E**). Taken together, our results indicated that METTL7B promotes tumorigenesis by regulating cell cycle progression.

**Figure 4:**
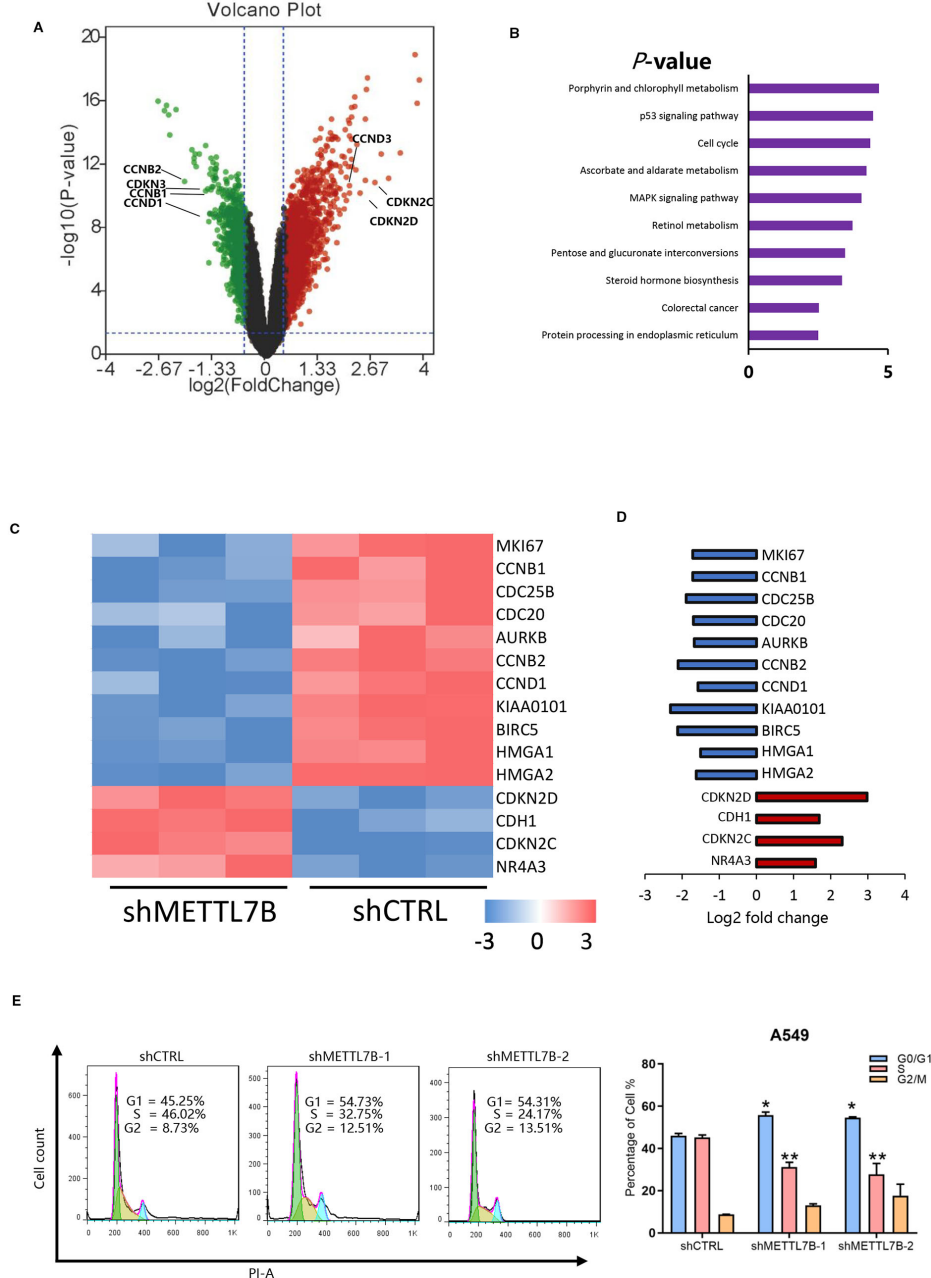
METTL7B regulates cell proliferation through modification of mRNA expression of cell cycle genes in non-small cell lung cancer (NSCLC). Affymetrix microarrays were used to analyze transcript profiles between shMETTL7B-A549 and shCTRL-A549 cells. **(A)** Volcano Plot demonstrated the distribution of the differentially expressed genes between shMETTL7B group and shCTRL group. The X-axis represents the logarithm conversion of the fold difference to base 2 and the Y-axis represents the logarithm conversion of the corrected significant levels to base 10. Values with a FC> 1.5, and *p*-value < 0.05 are indicated in red and are considered significantly up-regulated; while values with a FC<-1.5 and *p*-value < 0.0.5 are indicated in green and are considered down-regulated. The black dots represent genes with no significant differences. **(B)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of differentially expressed mRNAs in A549 cells treated shMETTL7B. Cell cycle related genes are one of top three most significantly enriched signaling pathways with a *p*-value of 4.3E−5. **(C)** Heat map representation of microarray analysis of the cell cycle-specific differentially expressed transcripts within the shCTRL-A549 and shMETTL7B-A549 cells. **(D)** Fold change of cell cycle specific genes in (C). Up-regulated genes were in red and down-regulated genes were in blue in shMETTL7B-A549 cells. **(E)** Cell cycle analysis. (*p < 0.05, **p < 0.01). Error bars = mean ± SD, n = 3.

## Discussion

In this study, we demonstrated the role of METTL7B in tumor development and progression of NSCLC. Firstly, METTL7B is up-regulated in both mRNA and protein levels in lung cancer tissues, which is closely associated with advanced stages of tumor development and low survival rate in patients with NSCLC. This provides a potential for using METTL7B as a diagnostic biomarker. Secondly, growth and tumorigenesis of lung cancer cells are inhibited when METTL7B is knocked down, suggesting that METTL7B is a potential target for lung cancer therapy. Third, METTL7B might be a cell cycle regulator that mediates G1/S transition in cancer cell.

METTL7B was initially found to be a Golgi related methyltransferase (Wu et al., 2004), however, its function in cancers is rarely studied. Previous study showed that METTL7B might serve as a biomarker for diagnosis and tumor progression in papillary thyroid carcinoma (Cai et al., 2018). METTL7B enhanced migration and invasion of thyroid carcinoma cells through promote TGF-β1-induced epithelial-mesenchymal transition (EMT) (Ye et al., 2019). In our study, we provide evidence showing that METTL7B is a potential therapeutic target for NSCLC.

A number of studies have demonstrated that CCND1 is a key driver of malignant transformation and is frequently overexpressed in lung cancer which attributed to cancer cell proliferation (Fu et al., 2004; Gautschi et al., 2007; Musgrove et al., 2011). In addition, CCND1 overexpression causes a number of potentially oncogenic responses in experimental models and is associated with poor patient outcome (Musgrove et al., 2011). Here, our data shown that depletion of METTL7B caused markedly decreased of CCND1 and eventually arrested cancer cells in G0/G1 phase and inhibited cancer cell proliferation *in vitro* and *in vivo.* We did not observe significant enhancement of apoptosis in shMETTL7B treated cells (data not shown) indicating that cell cycle arrest is the main cause of proliferation inhibition in cancer cells. Thus, targeting METTL7B could provide a novel therapeutic strategy for treatment of NSCLC *via* inhibiting CCND1 and cell cycle regulation. To better understand the function of METTL7B, efforts should be made on the mechanisms of how METTL7B regulates CCND1.

Previously studies found that METTL7B can be induced by mutant P53 but not wildtype P53 protein through interaction in the upstream promoter region of METTL7B (Neilsen et al., 2011). P53 is the most frequently mutated gene in cancer and many mutant p53 proteins exert oncogenic gain-of-function (GOF) properties that promote cancer cell growth and metastasis (Senturk et al., 2014; Bykov et al., 2018), however, the underlying mechanism remains unclear. 

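Of 63 measured genes of a p53 signaling list written after KEGG's map, 7 were up-regulated and 6 were down-regulated in shMETTL7B-A549 cells (7 and 6 when adjusted over the list alone). The increases included PMAIP1, a pro-apoptotic BCL2 family member also called NOXA, with a log2 fold change of 1.09 (standard error 0.060, adjusted p = 4.2e-05 from limma). RCHY1, a ubiquitin ligase acting on p53, was at 1.20 and was named after its values were seen. CCNG2, named in the same way, was at -0.74. Apart from EI24, the other members that passed were cyclins, GADD45 genes, CDK1 and RRM2, and 23 measured genes of this list also stood in the cell cycle list. The 13 differentially expressed members compare with 3.26 expected by chance, an odds ratio of 4.81 (one-sided Fisher's exact test, p = 1.7e-05, adjusted p = 5.0e-05 over 3 lists). Table S2, read before the list was written, held 15 of its genes. The odds ratio was 3.57 among up-regulated genes (p = 0.0055) and 5.95 among down-regulated genes (p = 8.4e-04) in Fisher's exact test. Over the alternatives, the odds ratio of the list ran from 2.12 without a fold change threshold to 12.7 beyond a 2-fold change. The median log2 fold change of the list was 0.01 (adjusted p = 0.455 from camera). Of 30 measured transcriptional targets of p53, 1 was up-regulated and 1 was down-regulated (1 and 1 when adjusted over the list alone, 2 up-regulated with every probe set tested). These were PMAIP1 and TRIAP1, an inhibitor of apoptosis, the latter at -1.02 (standard error 0.051, adjusted p = 3.0e-05 from limma). The targets had a median of 0.07 (adjusted p = 0.12 from camera), and without shCTRL replicate 3 the adjusted p was 0.0457, within a range of 0.0282 to 0.684 over all the alternatives tested with camera.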

From our gene microarray data, IPA and KEGG analysis revealed that METTL7B was involved in p53 pathway. It is possible that the induction of METTL7B is one of the mechanisms to explain how mutant p53 promotes cancer cell proliferation. We plan to explore whether or not deletion of METTL7B abolishes the oncogenic function of mutant p53 proteins in future studies.

There are over 27 members in METTL family, yet, only several of them had been studied (Lin et al., 2016; Wang et al., 2016; Pendleton et al., 2017; Ignatova et al., 2019). Since limited conserved domains shared among this family (Ignatova et al., 2019), their functions had been found to be various. Recently studies had shown that some members of METTL family played important role in tumorigenesis through various mechanisms. For instance, METTL3 is essential for differentiation of leukemic cells by inducing m6A modification within the coding region of cell cycle associated mRNA transcript, eventually promotes translation of a large subset of oncogenic mRNAs (Choe et al., 2018). METTL13 recognizes eEF1A protein N terminus and methylates eEF1A and modulates mRNA translation (Jakobsson et al., 2018). To date, there is no evidence showing that METTL7B exerts methylation activity. It is worthy to explore the potential function of RNA methylation activity because: (i) METTL7B contains a S-adenosylmethionine binding site domain which shares with many methylation protein (Turro et al., 2006); and (ii) METTL7B colocalized in cytoplasm that might affects mRNA stability *via* direct RNA-protein interaction (Ignatova et al., 2019). It is possible that METTL7B could modify the methylation status of cell cycle related gene, including CCND1. We expect that the functions of METTL7B in mRNA methylation regulation will be deciphered soon.

In summary, our study illustrates that METTL7B is aberrantly overexpressed in human primary lung tumors with advanced tumor stages. Silencing METTL7B leads to G0/G1 phase arrest in cancer cell and significantly reduces the cell proliferation capabilities both *in vitro* and *in vivo*. METTL7B could be a potential therapeutic target for NSCLC treatment. Moreover, our study reveals critical signaling pathways and genes that involved in regulation of the cancer development network of METTL7B which will be a valuable resource for future clinical application.

## Data Availability Statement

The data supporting our findings can be found in the article. All of the data generated in this study are available on request.

## Ethics Statement

This study was approved by the Ethics Committee of Shenzhen People's Hospital. The patients/participants provided their written informed consent to participate in this study. Animal study was approved by the Jinan University Institutional Animal Care and Use Committee.

## Author Contributions

CZ and GW conceived and designed the research. DL, WL, FZ, JYi, WZ, SL, XS, JX, GL, YW, JiaW, MH, ZC, JYu, LD, and JS performed the experiments and data analysis. DL and WL wrote the manuscript. JiW, CQ, CZ, and GW revised the manuscript.

## Funding

The work was supported by grants from the Natural Science Foundation of Guangdong Province, China (No. 2016A030313035), the 2016 Shenzhen Overseas High-level Talents Innovation and Entrepreneurship Plan (No.KQTD2016113015442590), the National Natural Science Foundation of China (No. 81702889), the Shenzhen Public Service Platform on Tumor Precision Medicine and Molecular Diagnosis, the Shenzhen Cell Therapy Public Service Platform. The Shenzhen Economic and Information Committee “Innovation Chain and Industry Chain” integration special support plan project (20180225112449943), Shenzhen Public Service Platform on Tumor Precision Medicine and Molecular Diagnosis. The Guangdong Provincial Natural Science Foundation (2018A030313743).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

The reviewer LF declared a past co-authorship with one of the authors CZ to the handling editor.

## Supplementary Material

Supplementary Figure S1 The expression of METTL7B in lung adenocarcinoma carcinoma and lung squamous carcinoma from TCGA dataset.

Supplementary Figure S2 Validation the genes expression of the microarray data in A549 cells treated with shMETTL7B or shCTRL by qRT-PCR.

Supplementary Figure S3 IPA network analysis of gene microarray.

Supplementary Table S1 Primers used for real-time RT-PCR.

Supplementary Table S2 Differentially expressed genes from microarray in shMETTL7B-A549 compared with shCTRL-A549 cells.

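Of the 1422 genes of the paper's Table S2, 1266 were tested here and 915 of these were differentially expressed. The direction was the same for 914 of the 915, which passed in both analyses of the same arrays. Of all 1266 tested, 1219 had the same direction with the probe set used here. HSPA6, FOS, HDAC9 and CDKN2D on the higher side, and TGFBI, CCNB2 and METTL7B on the lower side, were differentially expressed here. Of the tested genes of the table that did not pass here, 226 had an adjusted p under 0.05 from limma with a fold change of 1.5 or less, and CCND1, BIRC5 and ANXA1 were among these. TNFSF10 did not pass either, with a log2 fold change of 0.14 (standard error 0.116, adjusted p = 0.43 from limma), and ANXA1 was at 0.29 (standard error 0.043, adjusted p = 0.0025 from limma). Conversely, 24 genes differentially expressed here were not in the table, and 97.4% of those differentially expressed here were. The table gives log2 expression on 6 arrays for each gene, and each of its 1422 sets of values matched a probe set of the deposited data within a log2 of 0.0006. For 964 genes with several probe sets, the table held the probe set with the largest change in 833 and that with the highest mean in 409. The values of 132 genes were shared with another gene of the table, in 47 groups, and 9 UGT1A genes had 1 set of values in common.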

# Supplementary material for: METTL7B Is Required for Cancer Cell Proliferation and Tumorigenesis in Non-Small Cell Lung Cancer
**Source:** Front Pharmacol. 2020 Feb 28;11:178. doi: 10.3389/fphar.2020.00178
**Supplement:** Supplementary Table S1 — Primers used for real-time RT-PCR.

**Supplementary Table 1.**

**Primers used for real-time RT-PCR.**

| **Gene** | **Sequences(5’ ￫ 3’)**  **(Forward)** | **Sequences(5’ ￫ 3’)**  **(Reverse)** | **Product length (bp)** | **GenBank accession number** |
| --- | --- | --- | --- | --- |
| METTL7B | CCAGATAAAGGGGCTTACAGGAG | TCAGCCATGCTCTTTGTCAGG | 159 | NM_152637.3 |
| BIRC5 | ACCGCATCTCTACATTCAAG | CAAGTCTGGCTCGTTCTC | 113 | NM_001012271 |
| ANXA1 | AATGCCTCACAGCTATCGT | TCCTCCACAAAGAGCCACC | 251 | NM_000700 |
| BMP4 | CCTGGGCACCTCATCACA | CATAGTTTGGCTGCTTCTC | 124 | NM_001202 |
| CCNB1 | CTAAGATTGGAGAGGTTGATGTC | GGTAATGTTGTAGAGTTGGTGTC | 177 | NM_031966 |
| CCND1 | GGTGGCAAGAGTGTGGAG | CCTGGAAGTCAACGGTAGC | 148 | NM_053056 |
| CDK1 | GGATGTGCTTATGCAGGATTCC | CATGTACTGACCAGGAGGGATAG | 100 | NM_001786 |
| CDKN2D | CCTCAACCGCTTCGGCAAGAC | ATCCAGTGCGGGCTGCGTCAT | 146 | NM_001800 |
| CREM | CTCTGATGTGCCTGGTGTT | AGCTGATTGTGCTGCGTAC | 262 | NM_181571 |
| CXCL3 | CGCCCAAACCGAAGTCATAG | GCTCCCCTTGTTCAGTATCTTTT | 109 | NM_002090 |
| EGR1 | CAGCAGCCTTCGCTAACC | CCACTGGGCAAGCGTAA | 184 | NM_001964 |
| F2RL1 | GGGTTTGCCAAGTAACGGC | GGGAACCAGATGACAGAGAGG | 123 | NM_005242 |
| HDAC9 | TTCCATGAACCTGCTAAGTC | ATGCTGCCTCCATACTGC | 174 | NM_058176 |
| IL15 | TCCTAAAACAGAAGCCAACT | TCCGGACTCAAGTGAAATA | 181 | NM_000585 |
| JUN | CGCCAAGAACTCGGACCTC | CCTCCTGCTCATCTGTCACG | 164 | NM_002228 |
| PPP2R1A | ACCGCATGACTACGCTCTT | TGGGCTTGACTTCACTCTG | 198 | NM_014225 |
| SFRP1 | AGTCGGACATCGGCCCGTAC | GTCTCGTGCTCCAGCAGGTT | 139 | NM_003012 |
| STIP1 | CCTGAGCGTGGGTAACATCG | AGCTGCTGCTTTTCGTGAAT | 202 | NM_006819 |
| TNFSF10 | CTGCCTGGCTGACTTACA | CGGAGTTGCCACTTGAC | 294 | NM_003810 |
| TOP2A | GGCACCAGCACATCAAAGG | TCAAACCATCCACCATAGAAGG | 319 | NM_001067 |
| ZFP36 | TCCCCATCTTCAATCGCATCT | TGAGGTCAGGGGAGTGGGTTA | 191 | NM_003407 |

How the deposited data were processed for this re-analysis (not part of the article)

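Gene expression was measured in A549 cells, a cell line of human lung adenocarcinoma, on 6 one-colour Affymetrix PrimeView arrays. The labels name 3 biological replicates of cells infected with lentivirus carrying a shRNA against METTL7B and 3 of cells infected with a control shRNA, with RNA taken 2 days after infection. Which METTL7B shRNA was used is not given in the sources used here, so effects of 1 shRNA on other transcripts were not separated from loss of METTL7B.

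The authors deposited log2 expression per probe set for 49395 probe sets on each array. The methods name Affymetrix GeneChip Command Console for the probe-level summary, and the submitters' processing notes name MAS5. The versions, background correction and normalization are not given in the sources used here. That the deposited values are log2 was checked on the study's Table S2, whose fold changes are 2 to the power of the difference of group means. Array medians lay within 5.73 to 5.76, correlations between arrays were 0.996 to 0.998 within a group and 0.989 to 0.992 between groups, and the median SD over genes was 0.0588 in shMETTL7B and 0.0917 in shCTRL. The values were used as deposited. The background control probe sets had medians of 2.62 to 2.75, and the number of arrays limits the precision.

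Probe sets were named from the platform annotation, with symbols updated through gene identifiers. Of 49395 probe sets, 44994 carried 1 gene symbol, 1832 carried several and 2569 were unnamed here, and 102 of all probe sets were controls. Probe sets with several symbols were not used to name a gene. METTL7B is TMT1B and KIAA0101 is PCLAF in current nomenclature. Each of 18132 genes was represented by its probe set with the highest mean over the 6 arrays. Of these genes, 6398 had 1 probe set and 11734 had several. Members of gene lists that had no such probe set are not analysed here.

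The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a block for the replicate number. P-values were adjusted with the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 and a fold change over 1.5 in either direction were counted as up-regulated or down-regulated. Counts by SAM, at an unadjusted p or adjusted over a list alone kept the same fold threshold. That threshold decided most calls, with 5212 genes under the adjusted p alone and 939 past both. Equal counts across these forms are therefore not independent evidence. The procedure was tested on simulated data with 200 changed genes among 18132. Variances were drawn from limma's own fitted model, with independent genes and equal spread in both groups. There limma called 80% of genes changed by a log2 of 0.7, 96% at 1, 100% at 1.5 and 98% at 2. It called 0 of 17932 unchanged genes. The arrays differed, with a median SD of 0.0588 in shMETTL7B and 0.0917 in shCTRL. The test therefore does not measure accuracy on them. Comparison with the paper and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

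Before the deposited values were examined, 26 gene lists were written, but the study's Table S2, which lists differentially expressed genes of these same arrays, and Figure 4 had been read by then. Members of a list that stand in Table S2 are therefore not independent evidence of its direction, and the alternatives were set at the same point. They covered the cell cycle, S phase, G2 and mitosis, CDK inhibitors, p53 signaling and p53 targets, TGF-β and BMP genes, NRF2 targets, heat shock, immediate early, ER chaperone, amino acid stress, interferon-stimulated, NF-κB and inflammatory, porphyrin and UDP-glucuronosyltransferase, epithelial, mesenchymal, cholesterol synthesis, hypoxia, ribosomal protein, METTL family and housekeeping genes, markers of leukocytes, endothelium and fibroblasts, and the genes of the study's Table S1, Figure 4 and pathway analysis. The lists were written from general knowledge, and those written after KEGG's maps are not KEGG's own files. Shifts of lists were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry as alternatives. No shift that passed with the preset correlation passed with the estimated one. The estimated form also has fewer degrees of freedom, set by the 6 arrays, so a loss there need not come from correlated genes. Among the lists that lost their shift, only the interferon-stimulated list had an estimated correlation below the preset one, at 0.0026. Its unadjusted p from camera still rose from 6.2e-07 to 0.0053. For the other lists that lost their shift, the estimated correlation ran from 0.0275 (NF-κB and inflammatory genes) to 0.185 (NRF2 targets). These lie above the preset 0.01, so correlated genes are not excluded as a source of those losses. Enrichment among differentially expressed genes was tested for 3 lists with a one-sided Fisher's exact test against all genes tested.

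The genes named in the text were set by a rule: METTL7B, every gene that the study names in its results, Figure 4 or Table S1, the 10 largest increases and the 10 largest decreases among differentially expressed genes whose groups did not overlap, and up to 4 differentially expressed members of each list with the largest change. Values of Table S2 and Figure 4 had been seen when the rule was written.

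Alternatives covered quantile normalization, centring of arrays on their medians, filters on the dimmest 25% and 50% of genes, the mean of all probe sets of a gene, every probe set tested on its own, a variance trend, robust variances, array weights, SAM's statistic with 20 permutations, coded for this work from its description rather than run with the published software and called SAM in the text, the methods' t-test, the replicate number as a block, each array left out in turn, other fold change thresholds, probe sets shared by several genes, and the genes of Table S2 as the differentially expressed ones. The probe set with the largest change per gene, and the UGT1A genes counted as 1, were added after the data were seen.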

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

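The tests of RNA integrity, of protein folding capacity and of handling stress below were chosen after the shift of the heat shock genes was seen. Their bounds were also written after the data were seen, those of RNA integrity and of handling stress after their own values. The gene lists were fixed before the deposited values were examined, but after the paper's Table S2 of the same arrays had been read, so members that stand in it are not independent evidence of a direction.

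The paper does not discuss the heat shock genes as a group, although it names STIP1, and 22 of the 28 measured members stand in Table S2. All 28 were higher in shMETTL7B-A549 cells, with a median log2 fold change of 1.097 (adjusted p = 3e-27 from camera, adjusted p = 0.069 with an estimated correlation). A loss of folding capacity that includes the endoplasmic reticulum was taken to raise the ER chaperone genes too, but their median was -0.10. Of these 21 genes, 4 were higher and 8 were lower at an adjusted p under 0.05 from limma. The values cover this list only, so a loss that shows in other genes is not excluded. Lower RNA integrity stays open, since the 3' minus 5' difference was 0.27 higher in shMETTL7B for the ACTB control but not higher for GAPDH, and so does stress from the handling of the shMETTL7B cultures, on which the SD of the list mean over shMETTL7B arrays, 0.214 times that over 3 shCTRL arrays, decides nothing. An effect of the shRNA other than through METTL7B, and loss of METTL7B itself, could not be separated and were not tested.

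The following lists, which the paper does not discuss as groups, also passed camera's test with the preset correlation. The paper names JUN, EGR1, ZFP36 and NR4A3 of the immediate early genes and CXCL3 of the NF-κB and inflammatory genes. The immediate early genes had a median of 0.29 (adjusted p = 6.2e-07 from camera, adjusted p = 0.196 with an estimated correlation).

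Interferon-stimulated genes had a median of 0.22 (adjusted p = 4.0e-06 from camera, adjusted p = 0.069 with an estimated correlation). Of 33 measured, 5 were up-regulated and none was down-regulated by limma, by SAM or at an unadjusted p under 0.05 (5 up-regulated when adjusted over the list alone). These included IFI27 at 1.27, the antiviral GTPase MX1 at 1.08, IFI6 at 0.79 and the RNA sensor IFIH1 at 0.70. With the mean of all probe sets of a gene 3 were up-regulated, and without the dimmest 50% of genes 2 were.

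NF-κB and inflammatory genes had a median of 0.21 (adjusted p = 0.0016 from camera, adjusted p = 0.196 with an estimated correlation). Of 21 measured, 6 were up-regulated and 1 was down-regulated (6 and 1 when adjusted over the list alone), among them the cytokine IL1A at 1.28, the chemokine CCL2 at 1.14, PTGS2 at 0.96 and, on the lower side, LIF at -0.88.

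Amino acid stress genes had a median of 0.0904 (adjusted p = 0.0314 from camera, adjusted p = 0.39 with an estimated correlation). Of 22 measured, PPP1R15A, NUPR1 and CHAC1 were up-regulated, at 0.93, 0.72 and 0.63, and none was down-regulated by limma, by SAM or at an unadjusted p under 0.05 (3 up-regulated when adjusted over the list alone). Without the fold threshold, 10 were higher and 3 were lower at an adjusted p under 0.05 from limma. Without shCTRL replicate 2 the adjusted p was 0.0706, within 0.0174 to 0.39 over all the alternatives tested with camera.

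ER chaperone genes had a median of -0.10 (adjusted p = 0.0392 from camera, adjusted p = 0.439 with an estimated correlation). Of 21 measured, none was up-regulated or down-regulated by limma, by SAM or at an unadjusted p under 0.05, nor when adjusted over the list alone. At an adjusted p under 0.05 alone, 4 were higher and 8 were lower. With every probe set tested on its own 1 was up-regulated and 1 down-regulated, and with the mean of all probe sets of a gene 1 was up-regulated. The adjusted p was 0.0652 without shMETTL7B replicate 1, 0.0513 without shMETTL7B replicate 2 and 0.174 without shCTRL replicate 3, within 0.0229 to 0.439 over all the alternatives tested with camera.

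Ribosomal protein genes had a median of -0.0665 (adjusted p = 0.0013 from camera, adjusted p = 0.439 with an estimated correlation). Of 64 measured, none was up-regulated or down-regulated by limma, by SAM or at an unadjusted p under 0.05, nor when adjusted over the list alone, and 57 had a negative change. Without the fold threshold, 0 were higher and 11 were lower at an adjusted p under 0.05 from limma. With every probe set tested on its own 1 was up-regulated and 5 were down-regulated, and with the mean of all probe sets of a gene 1 was down-regulated.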

How the results depend on the processing

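The largest change per gene, and the UGT1A genes counted as 1, were chosen after the data were seen, and the other alternatives were planned. METTL7B stayed between -0.9998 and -0.92, CDKN2D between 1.51 and 1.65 and CCND1 between -0.55 and -0.51 over the planned ones that kept the 1.5-fold threshold, on the same side of the thresholds, with METTL7B and CDKN2D left out by the filter on the dimmest 50%. METTL7B, at 1.95-fold, did not pass where a 2-fold change or a ratio under 0.5 was required. CCND1 passed without a fold threshold, and its probe set at -0.65 passed with every probe set tested. For 91 other named genes, 1770 of 1801 comparisons with an alternative that kept the 1.5-fold threshold stayed on the same side, 28 lost the call (18 with the mean of all probe sets), 3 gained it and 0 turned direction. Without each array in turn, 593 to 707 genes were higher and 308 to 346 lower. With the replicate number as a block, 617 genes were higher and 321 lower, and the ER chaperone shift of -0.10 was lost (adjusted p = 0.0773). Arrays of the same number had correlated deviations of 0.0515, 0.0402 and 0.254, and not every array correlated best with its own number, so the arrays were not treated as paired. The 6 arrays make 10 splits, too few for a share under 0.05, and 1 split, the real one, gave 939 genes, with 0 as the highest other. The low signal of the dimmest genes over the background probe sets limits their changes. The cause of the changes below was not tested, apart from stricter thresholds and filters, which leave fewer genes to call.

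Without a fold threshold 2620 genes were higher and 2592 lower, with a ratio under 0.5 for lower genes 40 were lower and the cell cycle odds ratio was 1.888 (p = 0.074, Fisher's exact test), beyond 2-fold 172 were higher and 40 lower, and with treat 194 and 59. Without the dimmest 50% of genes, 399 were higher and the cell cycle odds ratio was 1.92 (p = 0.0417, Fisher's exact test, adjusted p = 0.0625 over 3 lists), with adjusted p from 1.5e-04 to 0.111 over its alternatives. The porphyrin odds ratio turned to 7.631 with shared probe sets and 5.881 with Table S2, both with each UGT1A gene counted on its own. With the UGT1A genes counted as 1, it was 1.177 with Table S2. With the largest change CCND1 passed at -0.6526.

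Shifts of lists changed as follows. The amino acid stress shift was lost with quantile normalization (0.1086), without the dimmest 25% or 50% (0.09037) and with the largest change (0.09011), and was 0.0861 to 0.112 without 1 array. The ER chaperone shift was lost without the dimmest 25% or 50% (-0.09907), with array weights (-0.1078) and with the largest change (-0.2311), and was -0.129 to -0.0888 without 1 array. The S phase shift was lost without the dimmest 50% (-0.05612) and was -0.142 to -0.118 without 1 array. The p53 targets passed with the mean of probe sets (0.08901), the largest change (0.1511) and fry (0.07096), and were at 0.0564 to 0.0864 without 1 array. With an estimated correlation the shifts lost were those of S phase (-0.1178), G2 and mitosis (-0.2646), NRF2 (0.1366), heat shock (1.097), immediate early (0.2931), ER chaperone (-0.09907), amino acid stress (0.09037), interferon-stimulated (0.2157), NF-κB (0.2149), ribosomal protein (-0.06654) and Figure 4 genes (-0.7209). That setting also has fewer degrees of freedom, so these losses need not come from correlated genes. Correlated genes are not excluded either, since only the interferon-stimulated list had an estimated correlation below the preset one. With fry, which does not compare a list with other genes, CDK inhibitors (0.02707), TGF-β (-0.1399), porphyrin (-0.01647), cholesterol (0.01667), METTL family (-0.04289), Table S1 (0.2158) and pathway analysis genes (0.2976) passed.

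Counts of list members moved as follows. Without the dimmest 25%, 0 S phase genes were higher. Without the dimmest 50%, 4 cell cycle, 0 S phase, 1 G2 and mitosis, 0 CDK inhibitor, 2 interferon-stimulated, 2 mesenchymal and 2 Figure 4 genes were higher, and 0 S phase and 7 G2 and mitosis genes lower. With the mean of probe sets, 1 ER chaperone, 3 interferon-stimulated, 0 epithelial, 2 mesenchymal, 0 hypoxia and 1 Figure 4 gene were higher, and 9 G2 and mitosis, 1 NRF2, 1 ribosomal protein and 6 Figure 4 genes lower. With every probe set tested, and equally with the largest change, 2 p53 target, 1 ER chaperone, 1 ribosomal protein and 2 METTL family genes were higher, and 1 NRF2, 1 ER chaperone, 2 hypoxia, 5 ribosomal protein, 1 housekeeping and 3 pathway analysis genes lower. With array weights, 2 mesenchymal genes were lower. Without 1 array, 1 to 2 mesenchymal genes and 0 to 1 immediate early genes were lower, and 1 to 2 cholesterol and 1 to 2 S phase genes higher. The offset before taking logs was not run, since the values are already log2.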

Differences from the paper's values

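The alternatives named here were set before the deposited values were examined, but after the paper's Table S2 had been read, except the probe set with the largest change per gene, which was chosen after seeing the values.

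The paper reports 1422 differentially expressed genes, and 939 were found here. The total lay within 1.5 times the paper's when every probe set was tested on its own (1290), with shared probe sets counted for every gene they name (1065), with array weights (952), and without shCTRL replicate 1 (950), shCTRL replicate 2 (953), shCTRL replicate 3 (1015) or shMETTL7B replicate 1 (961), and not under the other alternatives set beforehand. It also did with the probe set of the largest change per gene (1291), chosen after seeing the values. The paper reports 518 down-regulated genes, and 320 were found here. That count lay within 1.5 times the paper's when every probe set was tested on its own (461), with shared probe sets counted for every gene they name (360) and without shCTRL replicate 2 (346), and not under the other alternatives set beforehand, and also with the probe set of the largest change per gene (461), chosen after seeing the values. The paper's methods give a fold change under 0.5 as the limit for lower genes, while its results give 1.5 in either direction, which was used here. Of the 518 lower genes of the paper's Table S2, 62 have a ratio under 0.5.

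For 6 genes the log2 fold change in the paper's Table S2 differs from the value here by more than the replicate SD. The paper's values are -0.6526 for CCND1, -1.0833 for BIRC5, -0.9843 for CDK1, -1.2097 for KIAA0101, 0.8666 for ANXA1 and 0.6924 for TNFSF10. The values here are -0.53 for CCND1, -0.53 for BIRC5, -0.74 for CDK1, -1.004 for KIAA0101, 0.29 for ANXA1 and 0.14 for TNFSF10. None of the alternatives set beforehand that give 1 value per gene brings any of these genes to the paper's value. With every probe set tested on its own, also set beforehand, another single probe set of each of them has the paper's value. With the probe set of the largest change per gene, chosen after seeing the values, CCND1 is at -0.65, BIRC5 at -1.08, CDK1 at -0.98, KIAA0101 at -1.22, ANXA1 at 0.87 and TNFSF10 at 0.69, and CCND1, BIRC5, ANXA1 and TNFSF10 pass both thresholds. That setting gives 1291 differentially expressed genes and drops 27 of the 1266 genes of the paper's table that were tested. CCND1, BIRC5 and ANXA1 also pass without a fold change threshold, and with every probe set tested on its own a probe set of each of CCND1, BIRC5, ANXA1 and TNFSF10 passes both thresholds. For 7 more genes (CDC20, CDKN3, CREM, EGR1, PPP2R1A, SFRP1 and TOP2A) the table holds another probe set than the one used here, and the values differ by less than the replicate SD. The paper lists qRT-PCR primers for CCND1, BIRC5, ANXA1 and TNFSF10, and its qRT-PCR results were not compared here.

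The paper gives p = 4.3e-05 for the enrichment of cell cycle genes, and p = 1.65e-04 was found here with a list written from general knowledge (one-sided Fisher's exact test). None of the alternatives set beforehand came within 1.5 times the paper's value, the nearest being 9.9e-05 with the methods' t-test after Benjamini-Hochberg adjustment. With the genes of the paper's Table S2 taken as differentially expressed, p was 2.6e-04 (Fisher's exact test), so the difference remained with the paper's own genes. Among down-regulated genes alone, which is not one of those alternatives, p was 5.7e-05 (Fisher's exact test), within 1.5 times the paper's value. The paper's value is given for differentially expressed genes without a direction, so this is not a like comparison.

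In Figure 4B the porphyrin pathway is among the leading pathways beside p53 signaling and the cell cycle. Here that list had an odds ratio of 0.872 (p = 0.69, Fisher's exact test), while p53 signaling had 4.81 and the cell cycle 3.03. The odds ratio of the porphyrin list was 7.63 with shared probe sets counted for every gene they name, and 5.88 with the genes of Table S2 taken as differentially expressed. Both count each UGT1A gene on its own, though 9 of them carry 1 set of values in Table S2. With the UGT1A genes counted as 1, the odds ratio with Table S2 was 1.18.

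The paper names EIF2A among genes of the NRF2 response linked to METTL7B. Its log2 fold change here was -0.14 (adjusted p = 0.090 from limma), while STIP1, named beside it, was at 0.78. EIF2A is not among the differentially expressed genes of the paper's Table S2 either. The paper states that CCND1 was down-regulated, and CCND1 was lower here at an adjusted p of 2.8e-04 with a change of 1.45-fold. In Figure 4D the axis names log2 values, but the bars lie on the scale of linear fold changes: CDKN2D is at about 3.0 in Fig. 4D, read by eye, and was 2.98-fold here, a log2 fold change of 1.57.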

Other observations

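The test of shared UGT1A probe sets and the count with the probe set of the largest change were set down before their results were seen, while both settings were added after the data were seen.

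Of 30 measured METTL family genes, 1 was up-regulated and 4 were down-regulated (1 and 4 when adjusted over the list alone, 2 up-regulated with every probe set tested on its own), with a median log2 fold change of -0.04 (adjusted p = 0.233 from camera). The citrate synthase methyltransferase CSKMT was at -1.14 (standard error 0.053, adjusted p = 2.5e-05 from limma), METTL7B itself at -0.96, the tRNA methyltransferase METTL1 at -0.65 and, named after its values were seen, METTL16 at -0.62. METTL21A was at 0.92 (standard error 0.065, adjusted p = 1.1e-04 from limma). Another probe set of CSKMT had a log2 fold change of -0.36. Of 20 measured genes of the study's Table S1, 9 were up-regulated and 7 were down-regulated (9 and 7 when adjusted over the list alone), with a median of 0.22 (adjusted p = 0.472 from camera). They include METTL7B, the knockdown target, among the decreases. The others were selected by the study after its array findings, so their direction on these arrays is not independent evidence. The paper also reports qRT-PCR of 20 selected genes, a separate measurement that was not re-analysed here. The increases included ZFP36 at 0.99, CREM at 0.72 and CXCL3 at 0.72, and the decreases included IL15 at -0.86, PPP2R1A at -0.74 and SFRP1 at -0.62.

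Of 20 epithelial genes, CDH1 was up-regulated at 0.76 and the keratin KRT19 was down-regulated at -0.84 (1 and 1 when adjusted over the list alone), with a median of -0.02 (adjusted p = 0.986 from camera). With the mean of all probe sets of a gene CDH1 was at 0.52 and did not pass the fold threshold. Of 22 mesenchymal genes, 4 were up-regulated and 1 was down-regulated (4 and 1 when adjusted over the list alone), with a median of -0.03, a mean of 0.01 and an adjusted p of 0.898 from camera, whose direction was down. The transcription factors SNAI1 and ZEB2 were at 0.85 and 0.64, ACTA2 at 0.68 and the matrix protein SPARC at -0.84. With the mean of all probe sets of a gene, and without the dimmest 50% of genes, 2 mesenchymal genes were up-regulated. With array weights, and without shMETTL7B replicate 1, shCTRL replicate 2 or shCTRL replicate 3, 2 were down-regulated. Of 22 hypoxia genes, 3 were up-regulated and 1 was down-regulated (3 and 1 when adjusted over the list alone), with a median of 0.07 (adjusted p = 0.455 from camera). ANKRD37, VEGFA and HK2 were at 0.97, 0.68 and 0.63, and the carbonic anhydrase CA12 at -1.26. With the mean of all probe sets of a gene these 3 were at 0.43, 0.41 and 0.43 and did not pass the fold threshold, and with every probe set tested on its own 2 hypoxia genes were down-regulated. Of 18 cholesterol synthesis genes, HMGCS1 was up-regulated at 0.76 and none was down-regulated by limma, by SAM or at an unadjusted p under 0.05 (1 up-regulated when adjusted over the list alone), with a median of 0.02 (adjusted p = 0.671 from camera). Without the fold threshold, 3 of these genes were higher and 4 were lower at an adjusted p under 0.05 from limma. Without shMETTL7B replicate 2 or shCTRL replicate 3, 2 of them were up-regulated. Of 11 housekeeping genes and of 15 markers of leukocytes, endothelium and fibroblasts, none was up-regulated or down-regulated by limma, by SAM or at an unadjusted p under 0.05, nor when adjusted over each list alone. These counts all required the 1.5-fold change. At an adjusted p under 0.05 from limma alone, 3 housekeeping genes were higher and 2 lower, and 1 of the markers was higher and 0 lower. The adjusted p from camera was 0.986 for the former, with a median of -0.03, and 0.896 for the latter, whose median was -0.01, whose mean was 0.00495 and whose direction was up. With every probe set tested on its own, 1 housekeeping gene was down-regulated.

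In the study's Table S2, 9 UGT1A genes carry 1 set of values. The porphyrin and UDP-glucuronosyltransferase genes were enriched in that table, with 10 of 33 genes and an odds ratio of 5.88 (one-sided Fisher's exact test, p = 5.2e-05). With the UGT1A genes counted as 1 gene, 2 of 25 genes were in the table, an odds ratio of 1.18 (p = 0.521, Fisher's exact test). The enrichment may therefore rest on 1 measurement counted for several genes. No biological explanation was tested.

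Fewer genes were differentially expressed here than in the study's table. The choice of 1 probe set per gene goes with most of this among the 1266 genes of the table that were tested. Of these, 915 passed with the probe set of the highest mean. With that of the largest change 1239 passed and 27 did not. The table itself held the probe set with the largest change in 833 of 964 genes with several. In total, the largest change gave 1291 genes, against 939 with the highest mean and 1422 in the paper's table. With shared probe sets counted for every gene they name the total was 1065, and 156 genes of the table were not tested here. No biological explanation was tested.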
